A study of Homo sapiens with 3 samples. Its data were reported in "Paired Box 9 (PAX9), the RNA polymerase II transcription factor, regulates human ribosome biogenesis and craniofacial development" (2020).

How the data were processed

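RNAPII ChIP-seq was made from MCF10A cells after 72 h with 30 nM of siNT or siPAX9, with 1 library per condition and 1 further library of pooled input DNA. Chromatin was precipitated with an RNAPII antibody and sequenced on an Illumina NextSeq 500. The authors aligned the reads to hg38 (the aligner is not given in the sources used here), removed duplicates, kept unique alignments and sampled every library at random down to the size of the smallest. They then counted tags, the 5' ends of aligned reads, over each gene interval. The submitters' processing notes name SICER 1.1, which the authors used to call enriched intervals in each library. Sampling sets equal library totals, so a change in the total amount of RNAPII on chromatin cannot be seen in these values, and a weaker precipitation in one library would lower the ratio of strongly occupied genes against weakly occupied ones.

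The deposited table gave tag counts for each gene and library, an average signal, a log2 ratio, a maximum tag count and marks for SICER intervals, over 39294 rows. The counts are whole numbers after sampling and are not corrected for interval length. The deposited average signal was proportional to tags per kb (0.224 per tag per kb), so it held no further information and was not used for calls. The maximum tag count was never below the higher of the 2 ChIP libraries and lay above it in 26.4% of rows, so libraries that are not analysed here entered it, and it was used only for an alternative. All per-sample columns were matched to a sample by name. Gene intervals span the whole gene, exons and introns together, with a flank. Of 34633 rows matched to a RefSeq gene table by gene ID, 41.5% started exactly 500 bp before the gene. A total of 28 symbols that a spreadsheet had turned into dates were restored through gene IDs. For symbols on several rows the row with the most ChIP tags was kept, which removed 43 rows and left 39251 genes. Unique alignments leave fewer tags at genes with near-identical copies, such as histone and ribosomal protein genes, and the effect of this was not tested. Tags carry no strand, so genes on opposite strands that overlap share them.

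For each gene the ratio of siPAX9 to siNT tags was taken without further scaling, with an exact (Clopper-Pearson) conditional binomial 95% interval. Tags were counted after removal of duplicates, and the interval covers counting error only. The precision follows the depth: genes with 150 tags are measured less exactly than those with 1000. The study's thresholds were used for calls, namely a change of at least 2-fold and at least 150 tags, here in the higher of the 2 ChIP libraries. Gene lists were summarised by the median log2 ratio of members with at least 50 tags and its percentile among 10000 random lists of the same size, drawn from other genes in the same 20 bins of mean log tags. This describes these libraries and is not a significance test, and random lists do not keep the shared regulation of a real list. For the input comparison, genes with at least 150 tags and at least 2 times the input tags were counted in each ChIP library.

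The grouping, thresholds, gene lists, alternatives and the rule for named genes were fixed before the data were examined. The lists were written with knowledge of the study's text. Genes were named as follows: PAX9, the study's 2 sets of candidates, the 15 lowest and 15 highest ratios among genes with at least 150 tags (overlapping genes once, the one with more tags), up to 4 members of each list with the largest change, and the 5 genes with the most siNT tags per kb. Not all of these are given in full. Alternatives were minimums of 75 and 300 tags, thresholds of 1.5-fold and 3-fold, other scalings, subtraction of the input with a floor of 1 tag, 10 tags added to each count, removal of overlapping genes, use of every row, thinning of the tags to a share of 0.5, and for lists other minimums and other matching. Alternatives added after seeing the data were centring or matching on tags per kb, the deposited log2 ratio with the deposited maximum, removal of genes named LOC, LINC or MIR, and removal of genes without a SICER interval.

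The calculations were tested on simulated data, with counts drawn for 39251 genes from the real means and 200 genes changed by known amounts. For siPAX9 against siNT, 97.0% of 67 genes changed 3-fold and 95.5% of 67 genes changed 2.5-fold were called, none of 66 genes changed 1.5-fold was called, and 0 of 17459 unchanged genes were called. The simulated counts held counting error only, so these shares are not error rates for the real libraries, whose log2 ratios spread more widely. The 95% interval held the true ratio for 95.4% of unchanged genes. For lists, 25173 simulated genes with at least 50 tags were used. Of 200 unchanged random lists of 40 genes, 5.5% fell outside the central 95%. These lists came from the same simulated genes as the lists they were compared with. A share of about this size was therefore set by construction, and it checks the calculation only, not lists of genes regulated together. The reference genome supplied for sequence work was of another build than the table and was not used here. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.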

Results

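RNA polymerase II (RNAPII) occupancy was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in MCF10A cells, a non-tumorigenic human breast epithelial line. Cells received either a non-targeting siRNA (siNT) or siRNA against PAX9 (siPAX9), a paired box transcription factor known from tooth and craniofacial development, at 30 nM for 72 h. The series held 3 libraries, namely siNT ChIP, siPAX9 ChIP and a pooled input library, which the labels describe as unprecipitated DNA pooled over samples without naming them. There was 1 library per group, so no spread between replicates could be measured, no significance test was made, and every interval below covers counting error only. Over gene intervals the libraries held 11418696 tags for siNT, 11334354 for siPAX9 and 7502084 for the input, where a tag is the 5' end of an aligned read and overlapping genes share tags. Of 39251 genes, 17906 had at least 150 tags in the higher of the 2 ChIP libraries and are called occupied here, a minimum that a long interval can also pass on background. Their median log2 ratio of siPAX9 to siNT was -0.04.

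The ChIP libraries were first compared with the pooled input, which shows how far RNAPII tags stood above background. Housekeeping genes stood far above it: the median of 20 such genes was 16.7 times the input in siNT and 16.1 times in siPAX9, with members from 1.56 to 39.7 times in siNT. The 5 genes with the most siNT tags per kb were SNORD74, a small nucleolar RNA gene (544.4 tags per kb), LOC105372588 (533.7), the histone gene HIST2H2AC (516.7), the stress-induced gene DDIT4 (509.9) and ID1, an inhibitor of basic helix-loop-helix factors (507.6). LOC105372588 and ID1 overlap on chromosome 20, so part of their tags are the same, and SNORD74 and HIST2H2AC also overlap another gene and share its tags. In contrast, 37 tissue-restricted genes that breast epithelium is not known to use, such as albumin and insulin, together held fewer tags than the input. Their summed tags were 0.749 times (0.721 to 0.779) the input in siNT and 0.781 times (0.751 to 0.811) in siPAX9. Not every member lay below it: TNNT2 stood at 1.40 times in siNT and 1.98 times in siPAX9. At least 150 tags and at least 2 times the input were found at 9911 genes in siNT and 9519 in siPAX9, and 8920 genes passed in both.

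PAX9 itself was read first. Its interval on hg38 chromosome 14, from 36657068 to 36678307 on the plus strand (gene ID 5083), held 275 tags in siNT, 251 in siPAX9 and 68 in the input. The ratio was 0.913 with an exact 95% interval of 0.766 to 1.09, so no difference was detectable at this depth. An siRNA acts on the transcript after it is made, so this value does not check the knockdown. The interval also overlaps another gene.

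To learn which genes gained or lost RNAPII after PAX9 depletion, genes were called at a change of at least 2-fold with at least 150 tags in the higher ChIP library. Genes of cell division and histone supply were among those with lower RNAPII, and genes of epithelial differentiation among those with higher RNAPII. Among the lowest were the histone genes HIST1H3B (4.07-fold lower, 3.19 to 5.26) and HIST1H3G (3.59-fold lower, 2.81 to 4.64), the proliferation marker MKI67 (2.97-fold lower, 2.48 to 3.58) and the survivin gene BIRC5 (3.04-fold lower, 2.40 to 3.90). Among the highest were the protease inhibitor genes SPINK6 (4.48-fold higher, 3.36 to 6.07) and SERPINB2 (4.41-fold higher, 3.65 to 5.35) and the skin protease gene KLK5 (4.44-fold higher, 3.60 to 5.51). In all, 91 genes were called lower and 75 higher, which is 0.927% of occupied genes. With the ratio centred within bins of tags per kb, a choice made after seeing the data, the counts were 68 lower and 95 higher.

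**Figure D1:**
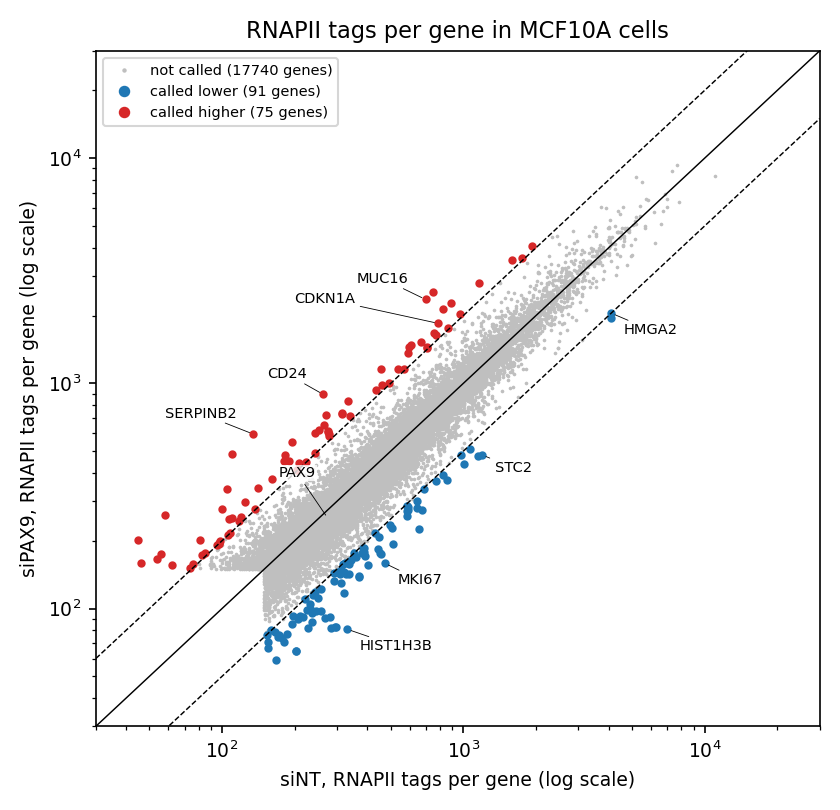
RNAPII tags per gene in siNT (x axis) against siPAX9 (y axis), both on log scales, for genes with at least 150 tags in the higher library. The solid line marks equal tags and the dashed lines a 2-fold change, beyond which lie the 91 genes called lower (blue) and the 75 called higher (red).

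The other genes with the lowest ratios held several with known roles in mitosis. AURKB, a kinase of chromosome segregation, was 2.73-fold lower (2.20 to 3.40), the cyclin gene CCNB1 was 2.65-fold lower (2.17 to 3.24) and the topoisomerase gene TOP2A was 2.64-fold lower (2.23 to 3.13). The cyclin gene CCNA1 went from 202 to 65 tags, a 3.11-fold difference (2.34 to 4.18), and its siPAX9 tags were below the 75 of the input. The linker histone genes HIST1H1D and HIST1H1B were 3.44-fold (2.68 to 4.45) and 2.68-fold (2.20 to 3.28) lower. The chemokine gene CCL20 was 2.77-fold lower (2.14 to 3.61) and the docking protein gene DOK1 2.92-fold lower (2.30 to 3.75). The remaining members of the 15 lowest were LOC105377538, LOC101928034 and LOC101927377, each of which overlaps another gene, as does DOK1. Overlapping genes were counted once, so S100A3, which lies within the LOC101928034 interval, was left out of the 15. It went from 294 to 83 tags, a 3.54-fold difference (2.77 to 4.58), while LOC101928034 was 2.92-fold lower (2.51 to 3.42).

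At the other end, the surface marker CD24 was 3.40-fold higher (2.96 to 3.91), the mucin gene MUC16 3.38-fold higher (3.10 to 3.68), and SCEL, which codes for the cornified envelope protein sciellin, 3.38-fold higher (3.12 to 3.67). The protease gene KLK7 was 3.25-fold higher (2.60 to 4.08), the tight junction gene CLDN4 2.83-fold higher (2.40 to 3.34), the keratin gene KRT16 2.76-fold higher (2.19 to 3.51) and the urokinase receptor gene PLAUR 2.59-fold higher (2.39 to 2.81). RNF223, LOC105375181, ARHGAP30, KRTAP5-AS1 and MAP2 completed the 15 highest, between 2.56-fold and 3.48-fold. In siNT some of these genes held fewer tags than the input. MUC16 and LOC105375181 were both at 0.711 times the input, about the level of the tissue-restricted genes, while SPINK6 was at 0.921 times and MAP2 at 0.956 times. In all, 16 of the genes called higher had siNT tags at or below the input, and 10 of those called lower had siPAX9 tags at or below it. Of the called genes, 66 of the lower and 55 of the higher were annotated as protein-coding, and 51 of the lower and 44 of the higher shared part of their interval with another gene. Among all 17906 occupied genes, 12610 did so. The 95% interval lay wholly beyond a 2-fold change for 27 of the lower and 34 of the higher genes. The smallest total over both ChIP libraries among called genes was 206 tags.

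**Figure D2:**
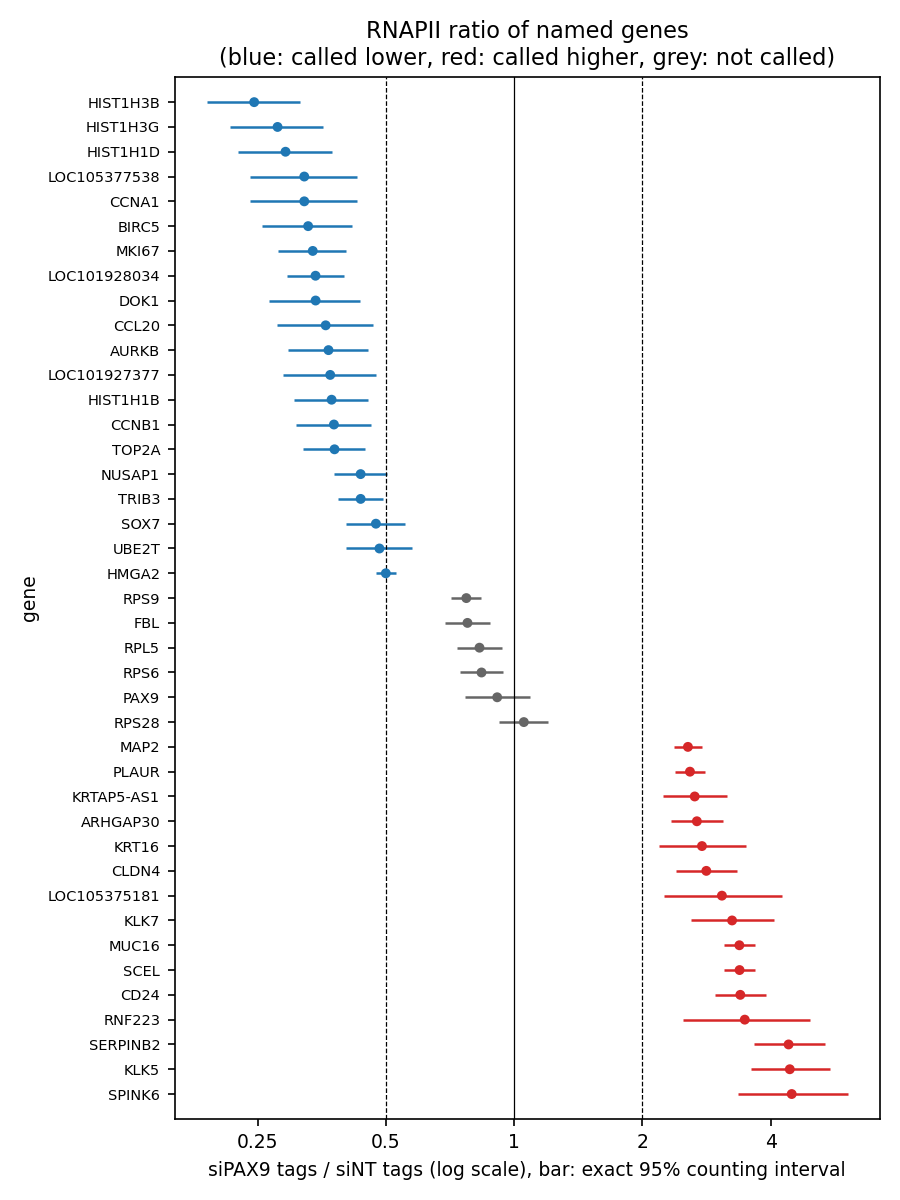
Ratio of siPAX9 to siNT tags (x axis, log scale) for PAX9, the study's candidate genes and the 15 lowest and 15 highest ratios. Bars are exact 95% counting intervals, and overlapping genes among the lowest and highest ratios were counted once. Blue genes were called lower and red ones higher at the dashed 2-fold lines, and the ratios ran from 0.245 at HIST1H3B to 4.48 at SPINK6.

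Gene lists fixed before the data were examined, but written with knowledge of the study's text, summarised part of these changes. They held 48 of the 91 lower genes and 23 of the 75 higher ones. The list for mitosis was the lowest of the 24 such lists, with a median log2 ratio of -0.87 over 63 genes, of which 62 had a ratio below 1 and 22 were called lower. It lay at percentile 0 of 10000 random lists matched on tags, whose central 95% ran from -0.13 to 0.02. The study had picked 20 members of this list from these samples and their RNA, so its direction is not independent evidence. Replication-dependent histone genes had a median of -0.76 over 57 genes (percentile 0), with 11 called lower and none higher. All 11 lie on chromosome 6, and several overlap another gene. The random lists were not matched on position, so the percentile treats such neighbours as separate genes. Over the 20 histone genes without overlap the median was -0.90 (percentile 0). For DNA replication the median was -0.48 over 45 genes (percentile 0), with 44 ratios below 1. RRM2, a subunit of ribonucleotide reductase, at 2.58-fold lower (2.14 to 3.13), and the transcription factor gene E2F1, at 2.35-fold lower (1.85 to 3.01), were its 2 called genes. PRIM1 and MCM6 followed at 1.99-fold and 1.95-fold lower.

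Genes of amino acid synthesis and the integrated stress response had a median log2 ratio of -0.45 over 39 genes (percentile 0), with 8 called lower, all 8 of them among the genes the study had picked. The glycoprotein hormone gene STC2 was 2.49-fold lower (2.24 to 2.77), the serine synthesis gene PHGDH 2.30-fold lower (1.88 to 2.82) with siPAX9 tags below the input (142 against 232), the pseudokinase gene TRIB3 2.29-fold lower (2.03 to 2.59) and CHAC1, which degrades glutathione, 2.26-fold lower (1.76 to 2.91). Metallothioneins, which bind zinc and copper, had a median of -0.61 over 4 genes (percentile 0.09), led by MT2A at 2.57-fold lower (2.16 to 3.08). MT2A is among the genes the study had picked. MT2A, MT1E and MT1X lie close together on chromosome 16, from 56608066 to 56684696, and MT2A and MT1X overlap another gene. The random lists were not matched on position, so the percentile treats neighbours as separate genes. The inflammatory NF-kB list had a median of -0.18 over 20 genes (percentile 1.65), and its members went both ways: CCL20 and CSF3 were called lower, while PTGS2 was 1.91-fold higher (1.59 to 2.30) without reaching the threshold. Its percentile was 11.2 when random lists were matched on tags per kb.

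**Figure D3:**
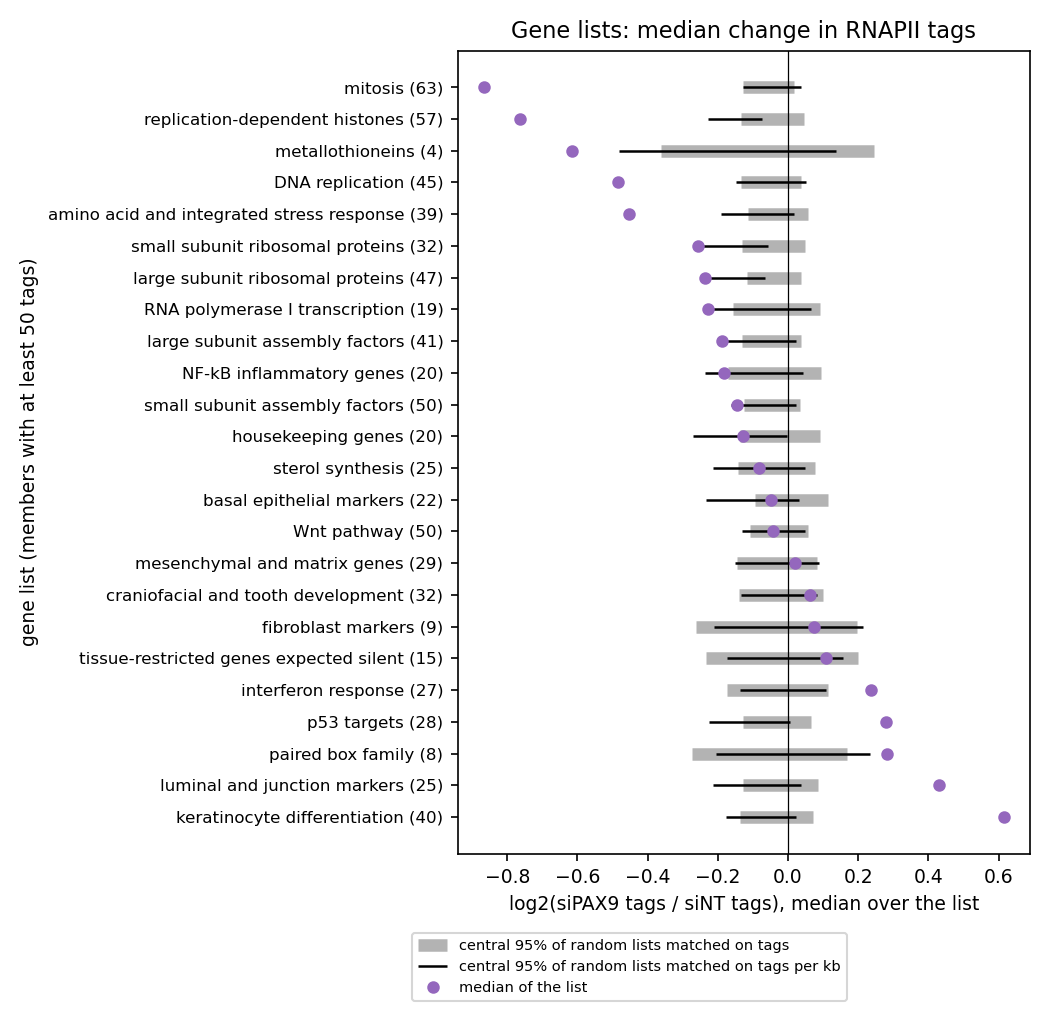
Median log2 ratio of siPAX9 to siNT tags (x axis) for each of 24 gene lists (y axis, with the number of members that had at least 50 tags). Grey bars and black lines span the central 95% of 10000 random lists matched on tags and on tags per kb, and the medians run from -0.87 for mitosis to 0.61 for keratinocyte differentiation.

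Epithelial differentiation lay on the other side. Keratinocyte differentiation genes had a median log2 ratio of 0.61 over 40 genes (percentile 100), with 38 ratios above 1, 12 called higher and none lower. Luminal and junction markers had a median of 0.43 over 25 genes (percentile 100), with 7 called higher, among them CLDN1 at 2.48-fold higher (2.14 to 2.87). Its members went both ways, with 17 ratios above 1 and 8 below, of which 4 had intervals wholly below 1. The study had picked 10 and 5 members of these lists, so their direction is not independent evidence either. Targets of p53 had a median of 0.28 over 28 genes (percentile 100). The cell cycle inhibitor gene CDKN1A, also among the genes the study had picked, was the only one called, at 2.34-fold higher (2.15 to 2.55). MDM2, the p53 ubiquitin ligase gene, stood at 1.97-fold higher (1.85 to 2.10), TP53INP1 at 1.70-fold and TIGAR at 1.59-fold. Basal epithelial markers did not move as a group, with a median of -0.05 over 22 genes (percentile 12.1). Within them the keratin gene KRT17 was 2.52-fold higher (2.21 to 2.87) and S100A2 2.07-fold lower (1.83 to 2.35).

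Ribosome genes were examined because the study asked whether PAX9 acts on small subunit production through RNAPII. None of their genes was called. Small subunit ribosomal proteins had a median log2 ratio of -0.26 over 32 genes (percentile 0.01) with 30 ratios below 1, and large subunit ribosomal proteins -0.24 over 47 genes (percentile 0) with 45 below 1. For assembly factors the medians were -0.14 for the small subunit over 50 genes (percentile 0.69) and -0.19 for the large subunit over 41 genes (percentile 0.04), and for RNA polymerase I transcription -0.23 over 19 genes (percentile 0.2). The largest differences were at TCOF1, 1.83-fold lower (1.66 to 2.01), DDX18, 1.58-fold lower (1.30 to 1.92), and the box C/D protein gene NOP56, 1.57-fold lower (1.43 to 1.73). Against random lists matched on tags per kb, the percentiles were 3.17 and 3.32 for the ribosomal proteins of the 2 subunits, 5.95 and 1.92 for the assembly factors, and 3.40 for RNA polymerase I.

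The study had followed up 5 genes from its RNA data. It described RNAPII at RPS6, RPS9, RPS28 and FBL as slightly lower, without statistical significance. It named no test for this, and its stated rule for occupancy used only fold change and maximum tags. In the counts used here RPS28 was not lower. RPS9 was 1.29-fold lower (1.19 to 1.41), the rRNA methyltransferase gene FBL 1.29-fold lower (1.14 to 1.45), RPL5 1.21-fold lower (1.07 to 1.36) and RPS6 1.19-fold lower (1.06 to 1.34). RPS28 went from 444 to 468 tags, a ratio of 1.05 with a lower bound of 0.924, so no difference beyond counting error was seen there. Intervals apart from 1 were found at 42.8% of all occupied genes, so such an interval does not set a candidate apart. As a list the 5 had a median log2 ratio of -0.27. It lay at percentile 2.46 of random lists matched on tags and 18.4 of those matched on tags per kb. None of these 5 was called. A further 6 genes had been picked for lower occupancy and lower RNA, and all 6 were called lower here, which is not independent evidence because the choice was made on these samples. Beside CCNA1 and TRIB3 these were NUSAP1 at 2.29-fold lower (1.99 to 2.65), SOX7 at 2.11-fold (1.80 to 2.47), UBE2T at 2.07-fold (1.73 to 2.48) and the chromatin protein gene HMGA2 at 2-fold (1.90 to 2.11). HMGA2 lay exactly on the threshold, going from 4102 to 2051 tags. The study's longer lists were chosen on these samples too, by a 2-fold change and 150 maximum tags. The counts that follow were therefore largely set in advance and are not independent evidence. All 39 genes that the study listed as lower in occupancy and RNA were called lower here, as were its 19 nucleolar ones. LOC100288637 is among the 39 but not among the genes that the study listed as shared by both data types, which leaves 34 shared genes not lower in both. Of these 34, 32 were called higher. SPRR2D and C15orf48, the other two, had under 150 tags in both ChIP libraries.

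Each of the remaining lists fixed beforehand held at most 1 called gene. The interferon response list had a median log2 ratio of 0.24 over 27 genes (percentile 99.99) and the paired box family 0.28 over 8 genes (percentile 99.88), with no gene called in either. Of the 27 interferon genes 12 had at least 150 tags, and with the input subtracted the list's median was 0, at percentile 58.4. The paired box genes held a median of 0.755 times the input tags in siNT, about the level of the tissue-restricted genes. Wnt pathway genes had a median of -0.04 over 50 genes (percentile 33.0), with SOX7 called lower. Medians inside the central range of random lists were also found for craniofacial and tooth development (0.06 over 32 genes, DLX2 called higher at 2-fold), mesenchymal and matrix genes (0.02 over 29, COL1A1 called higher at 2.08-fold from an siNT level below the input), sterol synthesis (-0.08 over 25), housekeeping genes (-0.13 over 20, but outside the range at -0.19 over the 10 without overlap), fibroblast markers (0.07 over 9) and the tissue-restricted genes (0.11 over 15).

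The ratio differed with the level of ChIP tags over all genes with at least 150 tags. From the lowest to the highest of 10 equal groups by ChIP tags over input, the median log2 ratio went from 0.08 to -0.16. The lowest group had a median log2 of -0.82 for ChIP tags over input, so its ratio describes background more than RNAPII. By tags per kb it went from 0.05 to -0.15. The spread between genes was also wider than counting error gives, since the SD of log2 ratios over the 17906 occupied genes was 0.30 against 0.11 from counting alone, and over 2742 genes with at least 1000 tags it was 0.29 against 0.06. With a single library per group, this spread cannot be divided into differences between cultures and differences due to the siRNA.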

Values the study reported

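The study reported that approximately 134 mRNAs were differentially occupied by RNAPII after PAX9 knockdown, 69 of them with decreased occupancy. It required a fold change of at least 2 and at least 150 maximum tags. Of the 134 genes, 46 coded for nucleolar proteins. It reported that 72 of these genes also differed in RNA-seq, with 39 lower in both data types, 19 of which coded for nucleolar proteins. RNA-seq gave 1670 differentially expressed mRNAs, of which 812 were reduced.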

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

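The tests in this part that match on tags per kb or on ChIP tags over input and the test on nearby genes were chosen after the results were seen, as were the union of the ribosomal protein lists and the rule that counting error must lie wholly outside the random range. The tests without overlapping genes were set before. The mitosis, keratinocyte and luminal lists kept the genes that the study had picked from these samples, so their tests do not show the direction independently. At 55 genes the deposited maximum tag count was at least 2 times the higher of the 2 ChIP libraries, so other libraries, not analysed here, entered that maximum. IGFBP3 had a maximum of 517 against 89 tags in siPAX9, HSD11B1 1919 against 603, and LAMA3 9382 against 3249. Of these 55 genes, 39 had more tags in siPAX9 than in siNT and 16 fewer, and 4 belonged to the keratinocyte differentiation list. SERPINB2 was the 1 gene among them that was called higher, and none was called lower. SPRR2D, one of the genes the study listed, had 70 tags in siPAX9 and a maximum of 305, so the minimum of 150 tags was met there by the maximum and not by either ChIP library.

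The mitosis and replication lists together had a median log2 ratio of -0.67 over 108 genes (-0.73 to -0.64 from counting error). A general drop at strongly occupied genes is argued against as the whole cause, because random lists matched on tags per kb ran from -0.11 to 0.02 and the median lay at percentile 0. Tags shared with overlapping genes are argued against as well, since the 45 members without overlap had a median of -0.77, again at percentile 0 of lists of such genes. A smaller share of dividing cells and a direct effect of PAX9 on these genes were not tested here and stay open. The study's own flow cytometry after the same time of knockdown found a small gain of cells in G1 that did not reach significance. With 1 library per group, a difference between the 2 cultures unrelated to PAX9 stays open too.

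Keratinocyte and luminal genes together had a median of 0.52 over 65 genes (0.46 to 0.61). Background at genes of low density is argued against as the whole cause, because lists matched on tags per kb ran from -0.16 to 0.00 and the median lay at percentile 100. Tags shared with overlapping genes are argued against as the whole cause, since the 36 members without overlap had a median of 0.61, at percentile 100. Spill-over from nearby genes is argued against as the whole cause by the 16 members without overlap and without a gene within 100 kb whose ratio interval lay above 1. Their median was 0.57 (0.40 to 0.75), at percentile 100 of lists of such genes. For members that lie beside other higher genes it stays open. A different density or age of the cultures may give the same change and was not tested.

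For the 79 ribosomal protein genes the picture is weaker. Their median was -0.24 (-0.27 to -0.21 from counting error). Random lists matched on tags per kb had a central range of -0.22 to -0.09, which puts the median at percentile 0.43, and lists matched on ChIP tags over input a range of -0.24 to -0.10, at percentile 1.75. By the percentile alone, the rule first used, the general drop would have been argued against. The stricter rule on counting error was adopted after that outcome was seen. Since the counting error reaches into both ranges, a ribosome-specific drop and the general drop at strongly occupied genes cannot be told apart, and the general drop could account for much of the difference. Each subunit alone lay inside the density-matched range. Matched on tags and interval length, an alternative fixed beforehand, each lay outside. The small subunit was at percentile 0.04 (range -0.19 to -0.01) and the large at 0.03 (range -0.17 to -0.02). The outcome thus depended on the matching.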

How the results depend on the processing

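Alternatives named here as added were chosen after seeing the data. The counts of called genes depended on the thresholds and on subtraction of the input. Against 91 lower and 75 higher, a minimum of 75 tags gave 142 and 116, a 1.5-fold threshold 642 and 387, a 3-fold threshold 7 and 11, intervals wholly beyond 2-fold 27 and 34, and removal of overlapping genes 40 and 31. A minimum of 300 tags gave 53 lower genes. These follow from fewer or more genes passing. With the input subtracted, 1146 and 830 genes passed. Silent genes together held fewer ChIP than input tags, so this subtraction takes away too much at weakly occupied genes. Genes below the input in both libraries get a ratio of 1 by construction, as most paired box genes do. Thinning the tags gave 62 lower genes, of which 47 were also called without thinning, and 63 higher, of which 51 were. The remaining alternatives, including those added, stayed within 1.5 times the counts.

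The median log2 ratio of -0.038 was -0.033 with 75 tags, 0 with the input subtracted and -0.018 without overlapping genes, outside its counting interval of -0.041 to -0.036 each time. The cause was not tested. The counts above input stayed within 1.5 times. Of the 24 lists fixed beforehand, 11 lay below and 5 above the central 95% of random lists, against 6 and 5 with matching on tags per kb, an added choice. With the 5 lists the study chose on these samples, 21 of 29 lay outside, and between 15 and 21 did under the alternatives. Matching on tags per kb moved 6 lists across the limit, and input subtraction 5, among them the interferon response, which moved inside. Removal of overlapping genes left 26 lists and moved 5: the large subunit ribosomal proteins (7 genes left, percentile 11.3), both lists of assembly factors and the paired box family moved inside, and the housekeeping genes moved outside (10 genes left, median -0.19, percentile 1.29). Depth limits genes near 150 tags, where a 2-fold change has an interval that reaches well below 2.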

Other observations

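Genes that lie near each other may change together. The test on pairs under 100 kb apart was set before the result was seen, and the alternatives in the last paragraph were chosen after seeing the data. Overlapping genes and genes under 150 tags were left out first, so other genes can lie between the members of a pair. Across 2194 pairs of neighbours among the remaining genes, less than 100 kb apart, Pearson's r of the log2 ratios was 0.23. Shuffling the ratios among genes of similar tags per kb gave -0.04 to 0.05 in the central 95% of 1000 shuffles. The correlation is across genes, which are not independent replicates. By distance, r was 0.36 over 711 pairs under 10 kb apart, 0.21 over 890 pairs from 10 to 50 kb and 0.10 over 593 pairs from 50 to 100 kb. The shuffled range of this last group was -0.07 to 0.09, so its r lay barely beyond it. One candidate explanation is a regional change in RNAPII, and another, not tested, is RNAPII running past gene ends or families of related genes lying side by side.

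The calls included many genes outside the fixed lists. Of the 91 lower genes 48 were in a fixed list, and of the 75 higher genes 23 were. Symbols beginning with LOC, LINC or MIR made up 21 of the lower and 13 of the higher genes. With the deposited log2 ratio and deposited maximum tags in place of the 2 ChIP libraries, 90 genes were lower and 79 higher, and with those symbols left out of the calls 70 were lower and 62 higher.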
